A study of Mus musculus with 5 samples. Its data were reported in "Estrogen-related receptor gamma regulates mitochondrial and synaptic genes and modulates vulnerability to synucleinopathy" (2022).

How the data were processed

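RNA was purified by BAC-TRAP (bacterial artificial chromosome translating ribosome affinity purification) from pooled midbrains of C57BL/6 mice. In this method a ribosomal protein, L10a, carries a fluorescent EGFP tag in cells that express Cre recombinase, and an antibody against the tag pulls down ribosomes together with the mRNAs bound to them. Cre was delivered to the midbrain by an adeno-associated virus with a tyrosine hydroxylase promoter (AAV:ThCre), so that the tag was directed to dopaminergic neurons. In Esrrg Flox mice the same Cre removes exon 2 of Esrrg, the gene for estrogen-related receptor gamma (ERRγ). Esrrg WT mice carry the tag and receive the same virus but have no floxed alleles. There were 3 Esrrg WT libraries (replicates 2, 3 and 4) and 2 Esrrg Flox libraries (replicates 2 and 4), from mice aged 4 months, and the tissue was taken 1 month after the deletion was induced.

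The authors trimmed the reads of poly(A)-selected, non-strand-specific libraries, aligned them with STAR to the mouse genome GRCm38 with GENCODE release M24 as the stated annotation and counted reads per gene with HTSeq-count. The deposited table holds these raw read counts per gene and library, before any normalization, together with 5 summary lines for reads that were not assigned to a gene. Reads outside any annotated gene made up between 3.18% and 4.45% of the total per library, reads that overlapped more than 1 gene between 5.62% and 5.78%, and reads aligned to more than 1 place between 3.60% and 4.23%. These reads are not part of any gene's count. Genes with near-identical copies elsewhere in the genome (ribosomal protein genes and their processed pseudogenes, mitochondrially encoded genes and their nuclear copies, and histocompatibility genes) therefore lose an unknown share of their reads, and the counts of overlapping or antisense genes are uncertain because strand was not used. Exon-level counts were not analysed here, so the loss of exon 2 could not be measured directly.

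The table had 53700 gene IDs. Names were assigned to 52093 of them (97.0%) by matching the ID without its version to a reference annotation (GENCODE release M21), and the remaining 1607 IDs, which held between 0.607% and 1.21% of each library's counts, were kept in the models under their IDs. Of the matched IDs, 99.9% carried a newer version than in M21. Release M24 was not available here, so the IDs were not compared with it, and no coordinates are given. The libraries held between 20635855 and 23105058 assigned counts. A gene with no counts in a library of this depth could still be present at up to 0.130 to 0.145 CPM, the level that corresponds to 3 counts. This limit covers counting error only, since PCR copies were not marked by molecular identifiers. No pair of libraries agreed within counting noise. The chi-square statistic per degree of freedom between libraries ran from 4.56 to 51.0, so each library was taken as a separate replicate.

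Counts of the 29407 genes with at least 1 count were analysed with DESeq2 version 1.42.0 in R version 4.3.3, using its default size factors, Wald test (two-sided) and independent filtering at 0.05, with Benjamini-Hochberg adjustment. DESeq2 was kept as the first test because it is the tool of the study's methods. A gene was called higher or lower in Esrrg Flox with a fold change of at least 1.5 and an adjusted p under 0.05. Normalized counts are counts divided by the size factor and are given as mean ± SD. An exact permutation test of a single gene in 3 against 2 libraries cannot reach a p under 0.1, so none was used, and every p below comes from a model that shares information across genes. The design, the tests, the thresholds and 20 gene lists were fixed before the data were examined. The lists were the ERR family, genes that the study measured in other mice and found reduced (known ERR targets, Tfam, and presynaptic and dopamine-handling genes, referred to as genes reduced in other mice), genes that the study measured there without change, electron transport chain (ETC) genes and follow-up genes that the study named, nuclear ETC genes, mitochondrially encoded genes, autophagy genes, synaptic vesicle genes, cytosolic ribosomal protein genes, markers of dopaminergic, GABAergic and glutamatergic neurons, microglia, astrocytes, oligodendrocytes, endothelium and blood, immediate early genes, and sex genes. Nuclear-retained RNAs, T lymphocyte markers and genes with a terminal oligopyrimidine (TOP) start were added later for the closing section.

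Of these lists, 10 were also tested as sets with camera in limma version 3.58.1, at a preset inter-gene correlation of 0.01, on voom-transformed counts of genes with at least 10 counts in at least 2 libraries. The camera p was two-sided and adjusted over the 10 sets, and the size of the effect was the median DESeq2 log2 fold change of the members. Genes were named by a rule set in advance, namely Esrrg, members of the lists, and the 5 genes per direction with the largest fold change among calls with a mean of at least 100.0 normalized counts and Flox libraries that all lay on one side of all WT libraries. Some members of the lists are not reported here by name.

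The alternatives were edgeR's quasi-likelihood test with TMM normalization (version 4.0.16), TMM effective library sizes in DESeq2, a filter on low counts, no independent filtering, the replicate number as a block, other fold-change thresholds, fry or an estimated correlation in place of the preset one, camera on all genes with a count, and the omission of each library in turn. With 1 Flox library omitted, that group had a single library, so only fold changes were computed. Removal of a smooth trend of each library's counts on transcript length or on GC content was added after the data were examined. Transcript lengths and GC content were taken from the reference annotation, from 1 transcript per gene. This was the one of median length, among protein-coding transcripts where there were any. Which transcripts were expressed was not examined, so the length used for a single gene can be wrong. Tested on simulated counts with the means and library sizes of these samples, DESeq2 and edgeR each called 189 of 200 changed genes (94.5%), and called 15 and 17 of 26680 unchanged genes. In the same test camera and fry each called the 1 shifted set and 0 of 10 unshifted sets. Genes were simulated independently of each other, and changed genes had a mean of at least 100.0 normalized counts. The simulation therefore says nothing about false calls of sets whose genes are correlated, about effects shared by a library, or about genes with low counts that change.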

Results

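Ribosome-bound RNA purified from midbrain dopaminergic neurons was sequenced in 3 Esrrg WT and 2 Esrrg Flox pools of mice. The 3 WT libraries held 20635855, 21104258 and 23105058 assigned counts (replicates 2, 3 and 4), and the Flox libraries held 22873674 (replicate 2) and 22851914 (replicate 4). The 10 most abundant genes took between 3.30% and 3.78% of the counts per library. In a principal component analysis of 12846 genes, the first component carried 58.2% of the variance and placed the Flox libraries (10.5 and 33.6) above the WT libraries (-24.7 to -7.84). The second component carried 26.2% and separated both libraries numbered 4 (-20.9 for WT and -11.5 for Flox) from the other 3 (9.21 and above).

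The first question was whether the deleted gene itself was lower. Esrrg (ENSMUSG00000026610.14, a protein-coding gene on chromosome 1) had 1710.3 ± 61.4 normalized counts in WT (SD, n = 3) and 1337 ± 236 in Flox (SD, n = 2). Both Flox libraries (1504 and 1170.1) lay below the lowest WT library (1643), an arrangement that chance gives for 10% of genes in a given direction. The log2 fold change was -0.35 (SE 0.13), a fall of gene-level counts that did not pass the threshold (DESeq2 adjusted p = 0.0734). Across the 10 alternatives that gave an adjusted p, this value ran from 0.0669 with TMM library sizes to 0.362 without WT replicate 2. Without Flox replicate 4 the log2 fold change was -0.19, and without Flox replicate 2 it was -0.55. Because only exon 2 is removed, reads from the other exons still count toward the gene, and these totals do not measure the deletion. The other members of the ERR family were also lower, with log2 fold changes of -0.56 for Esrrb (SE 0.21, DESeq2 adjusted p = 0.0646) and -0.20 for Esrra (SE 0.12, DESeq2 adjusted p = 0.350). Over all genes 0 of the 3 passed (2 at an unadjusted p under 0.05), and 2 of 3 (Esrrg and Esrrb) passed when adjusted over the list alone. Esrrb passed over all genes with the filter on low counts (DESeq2 adjusted p = 0.0481), and was at 0.452 with the replicate block.

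**Figure D1:**
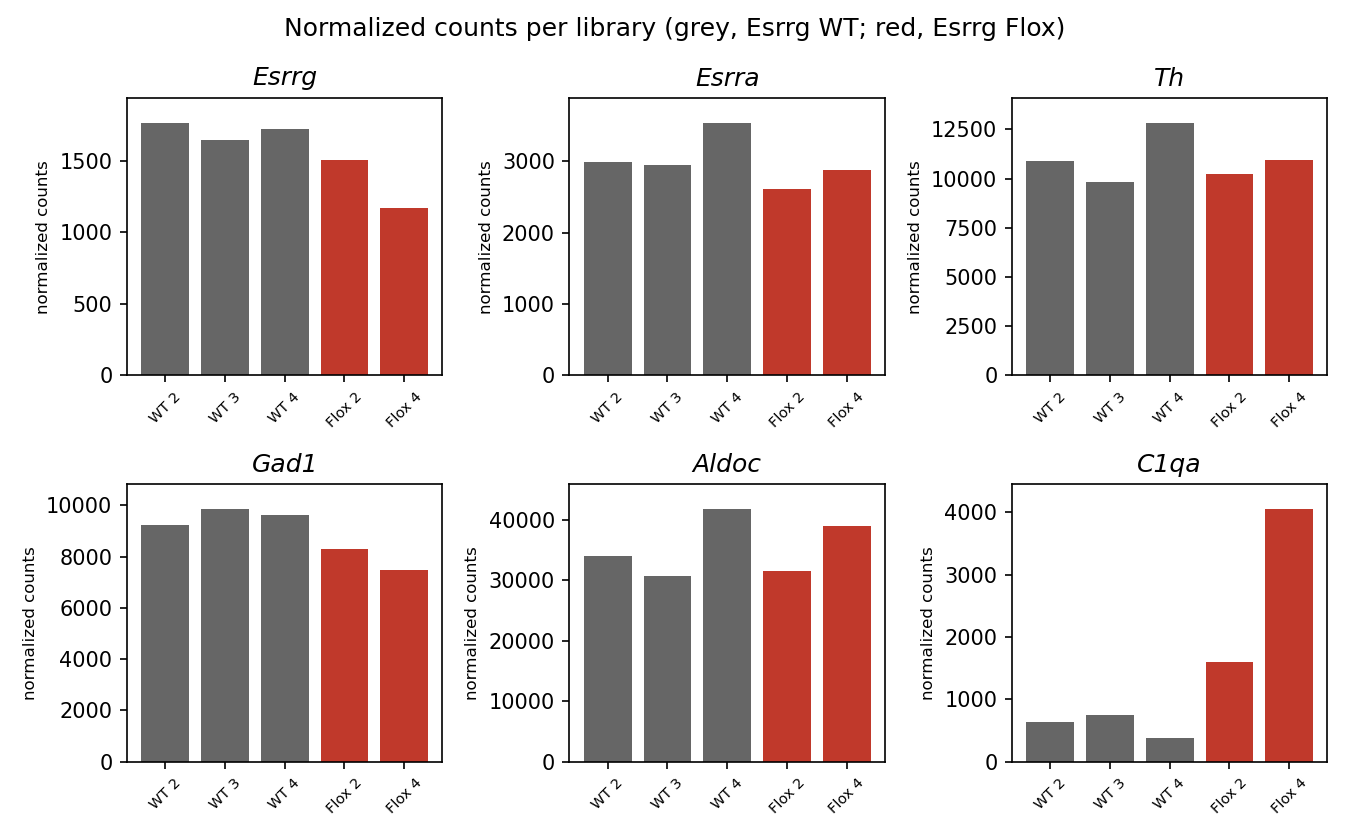
Normalized counts (vertical axes, linear from 0) of 6 genes in each of the 5 libraries, grey bars for Esrrg WT and red bars for Esrrg Flox. Esrrg was lowest in the Flox libraries (1504 and 1170.1), Th overlapped between the groups, and C1qa reached 1598 and 4044 in Flox against 377 to 743 in WT.

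The next question was which genes differ after the loss of Esrrg. Of 15228 genes with an adjusted p, 1306 passed 0.05 in DESeq2, 659 of them higher and 647 lower in Flox. With the fold-change threshold of 1.5, 275 genes were higher and 222 lower. In 273 of the 275 higher genes and in all 222 lower genes, the Flox libraries lay beyond every WT library. Chance gives this arrangement for 10% of genes per direction, but the calls were selected on the same libraries, so it follows largely from the selection. Genes that rose were less abundant (median of 130.0 normalized counts) than genes that fell (median of 386). These counts depended strongly on the test. As a ratio, the null of a fold change under 1.5 moved them most, to 10 higher and 2 lower genes, no fold-change threshold gave 659 and 647, and edgeR's quasi-likelihood test gave 101 and 79. Single libraries mattered as well. Without WT replicate 4 there were 64 higher and 91 lower genes, and without WT replicate 2 there were 145 and 125. Without WT replicate 4, independent filtering left only 8003 genes with an adjusted p and 321 of the 497 calls had none, while 485 of the 497 still had an unadjusted p under 0.05 in the same direction. All 497 genes kept their direction in the 9 of 13 alternatives for these counts that gave fold changes of their own (the other 4 keep those of the main fit), and without either Flox library. Their size depended on Flox replicate 4, without which 324 of the 497 still had a fold change of at least 1.5, against 490 without Flox replicate 2.

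**Figure D2:**
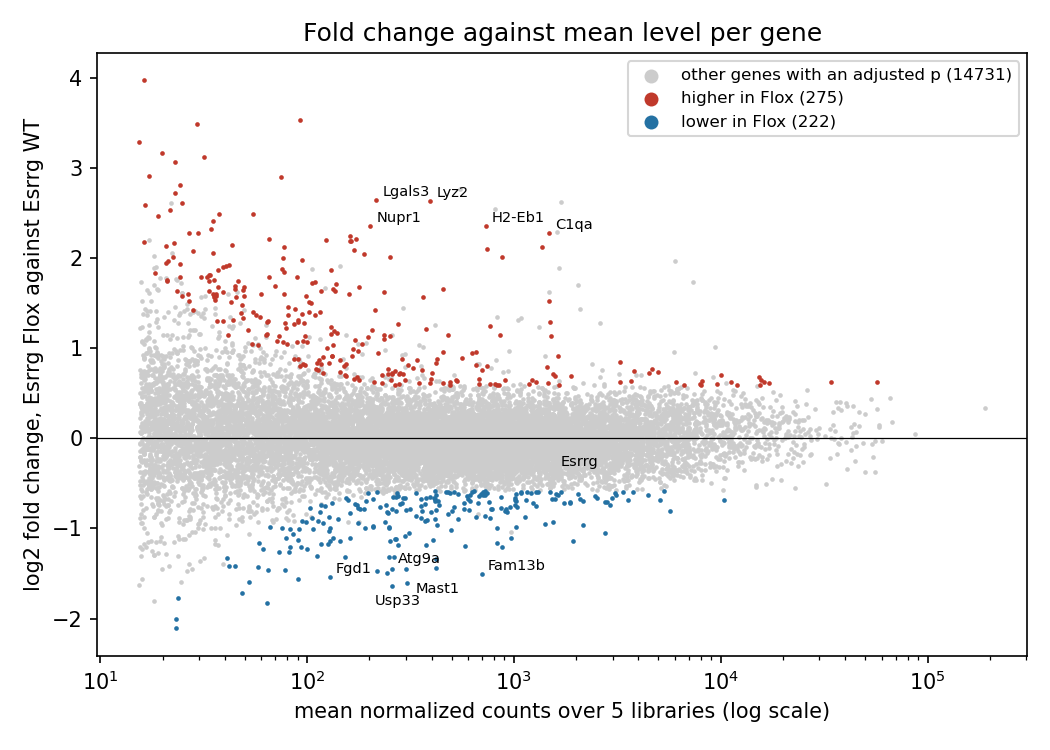
Log2 fold change of Esrrg Flox against Esrrg WT (vertical axis) over the mean of normalized counts in 5 libraries (horizontal axis, log scale) for the 15228 genes with an adjusted p. Red points are the 275 genes called higher, blue points the 222 called lower, and Esrrg lies among the grey points at -0.35.

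By the rule for naming genes, the largest increases were in Lgals3 (ENSMUSG00000050335.18), Lyz2 (ENSMUSG00000069516.9), Nupr1 (ENSMUSG00000030717.10), H2-Eb1 (ENSMUSG00000060586.12) and C1qa (ENSMUSG00000036887.6). Their log2 fold changes were 2.64, 2.63, 2.36, 2.35 and 2.28. Nupr1 had 76.5 ± 24.3 normalized counts in WT and 391 ± 202 in Flox (SE of the log2 fold change 0.33, DESeq2 adjusted p = 3.2e-09). C1qa had 582 ± 187 in WT and 2821 ± 1730 in Flox (SE 0.58, DESeq2 adjusted p = 0.00356), and its level in Flox replicate 4 (4044) was far above that in Flox replicate 2 (1598). Without Flox replicate 4 the log2 fold changes of these 2 genes were 1.70 and 1.45. H2-Eb1 belongs to a family of similar genes, and its count is uncertain. The largest decreases were in Usp33 (ENSMUSG00000025437.16), Mast1 (ENSMUSG00000053693.17), Fgd1 (ENSMUSG00000025265.15), Fam13b (ENSMUSG00000036501.8) and Atg9a (ENSMUSG00000033124.17), with log2 fold changes of -1.64, -1.60, -1.54 and -1.51 for the first 4, while the mean of Atg9a fell by 64.6%. Fam13b had 944 ± 186 normalized counts in WT and 332 ± 100.4 in Flox (SE 0.21, DESeq2 adjusted p = 1.9e-09). Atg9a had 328 ± 68.6 and 116 ± 51.8 (SE 0.27, DESeq2 adjusted p = 1.4e-05). Without Flox replicate 4, Atg9a was at -1.11.

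The study had found known ERR targets (Atp5a1, Cox4i1, Slc25a4 and Idh3a), Tfam, and presynaptic and dopamine-handling genes (Cplx1, Slc18a2, Sncg and Ddc) reduced in other Esrrg-deficient mice. The question here was whether these genes changed in ribosome-bound RNA as well. The study's values came from PCR on midbrain homogenate, after Esrrg was deleted from midbrain neurons with AAV-hsynCre. The deletion, the tissue and the assay thus all differed, and a different outcome here is not a failed repeat. The list had 9 genes. Over all genes, 2 passed in DESeq2, both lower, namely the ERR target Idh3a (log2 fold change -0.41, SE 0.10, adjusted p = 0.00378) and the presynaptic gene Cplx1 (-0.34, SE 0.089, adjusted p = 0.00505). In both genes the 2 Flox libraries were below all 3 WT libraries. Adjusted over the list alone, 3 passed, of which Cox4i1 was higher (0.24). The median of the list was -0.11, and it was -0.039 without Flox replicate 4 and -0.069 without Flox replicate 2. With edgeR 0 of the 9 passed (3 at an unadjusted p under 0.05), and without WT replicate 2 DESeq2 also gave 0 (2 at an unadjusted p under 0.05). With the trend on GC content removed, 3 passed, among them Cox4i1, which was higher (0.28, DESeq2 adjusted p = 0.0394). A further list held Ppargc1a, Esrra and mt-Co1, measured in those mice without change. Here 0 of these 3 passed and 0 passed when adjusted over the list alone, and 1, mt-Co1, had an unadjusted p under 0.05. The median of these 3 genes was -0.067 and lay between -0.12 without WT replicate 4 and -3.4e-05 without WT replicate 3.

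All 9 ETC genes that the study named from these libraries passed in DESeq2 over all genes, and all 9 passed when adjusted over the list alone. They did not share a direction. Uqcrc2 (-0.58), Atp5b (-0.51), Slc25a5 (-0.43), Ndufa9 (-0.42) and Uqcrc1 (-0.27) were lower, whereas Ucp2 (0.56), Atp5l (0.56), Uqcrh (0.42) and Atp5o (0.35) were higher, and the 2 Flox libraries lay beyond all 3 WT libraries in each. The 9 directions held in every alternative tried, and the sizes and calls did not. Without Flox replicate 4, Atp5l was at 0.30, Uqcrh at 0.23, Atp5o at 0.22, Ucp2 at 0.39 and Atp5b at -0.33. With edgeR 0 of 9 passed, although 9 had an unadjusted p under 0.05, and without WT replicate 2 only 1 of 9 passed in DESeq2 (8 at an unadjusted p under 0.05). All 19 genes that the study had followed up were lower here with a fold change of at least 1.5, and their means fell by 33.6% (Becn1) or more. This size depended on Flox replicate 4. With that library left out, all 19 were still lower, but 6 had a fold change of at least 1.5, the median of the list went from -0.74 to -0.55, and Becn1 was at -0.36. The mean of Atg9a fell by 64.6%, the most in this list, and the Flox libraries were below the WT libraries in 19 of 19. Kcns3 was at -0.82 (SE 0.19, DESeq2 adjusted p = 8.3e-04) and Dgkq at -1.32 (SE 0.27, DESeq2 adjusted p = 1.5e-04). All 19 passed when adjusted over the list alone, 12 passed with edgeR, and without WT replicate 4 the 13 that had an adjusted p all passed. Both lists were chosen by the study on these libraries, so the counts adjusted over the list alone are not independent evidence.

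Gene sets were then compared. Nuclear ETC genes were slightly higher as a set (median log2 fold change of 0.16 over 81 genes, limma camera adjusted p = 0.00162), with 9 members past the threshold above WT and 7 below in DESeq2, and 28 past it when adjusted over the list alone (21 higher, 7 lower). Their median was 0.048 without Flox replicate 4 and 0.24 without Flox replicate 2, and the number of members past the threshold fell from 16 to 2 without WT replicate 2 and to 6 without WT replicate 3, and was 22 without WT replicate 4. Mitochondrially encoded genes were higher (median 1.30 over the 12 with a count, camera adjusted p = 3.0e-06 on 8 genes), and the median was 0.37 without Flox replicate 4. In 5 of these 12 genes all libraries of at least 1 group had 3 counts or fewer. With those genes at their bounds the median over 10 genes was 1.29. Of the list, 1 gene, mt-Nd5 (0.81, SE 0.19, DESeq2 adjusted p = 9.1e-04), passed over all genes, and 8 passed when adjusted over the list alone. Counts of mitochondrially encoded genes are uncertain because of nuclear copies.

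Cytosolic ribosomal protein genes were higher (median 0.38 over 87 genes with a count, camera adjusted p = 9.9e-31). Of these, 52 passed in DESeq2 over all genes and 63 when adjusted over the list alone, all higher, and in 73 both Flox libraries were above all WT libraries. Without WT replicate 2 there were 27 past the threshold. Reads of these genes can be shared with processed pseudogenes, so single members are uncertain. Autophagy genes were slightly lower (median -0.049, camera adjusted p = 0.0429). The 4 members past the threshold over all genes (Atg9a, Atg4d, Becn1 and Map1lc3b) were lower, as were the 5 adjusted over the list alone, and 3 of the 4 are also in the study's follow-up list. Without WT replicate 2 only 1 passed, the median was -0.13 without Flox replicate 2, and without WT replicate 3 the set was no longer called (camera adjusted p = 0.0532). Synaptic vesicle genes did not differ as a set (median -0.089, camera adjusted p = 0.105). Of that list 5 passed in DESeq2 over all genes, 3 lower (among them Cplx1 and Rims1) and 2 higher (among them Pclo), and 6 passed when adjusted over the list alone (4 lower, 2 higher). Without WT replicate 2, 0 passed (5 at an unadjusted p under 0.05), without WT replicates 3 and 4 there were 2 and 3, and the median was -0.039 without Flox replicate 4. Without WT replicate 4 the set was called (camera adjusted p = 0.0288). Of the camera calls, only that for the ribosomal protein genes held under fry (adjusted p = 0.0123), and none held with an estimated correlation, where the lowest adjusted p was 0.259.

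**Figure D3:**
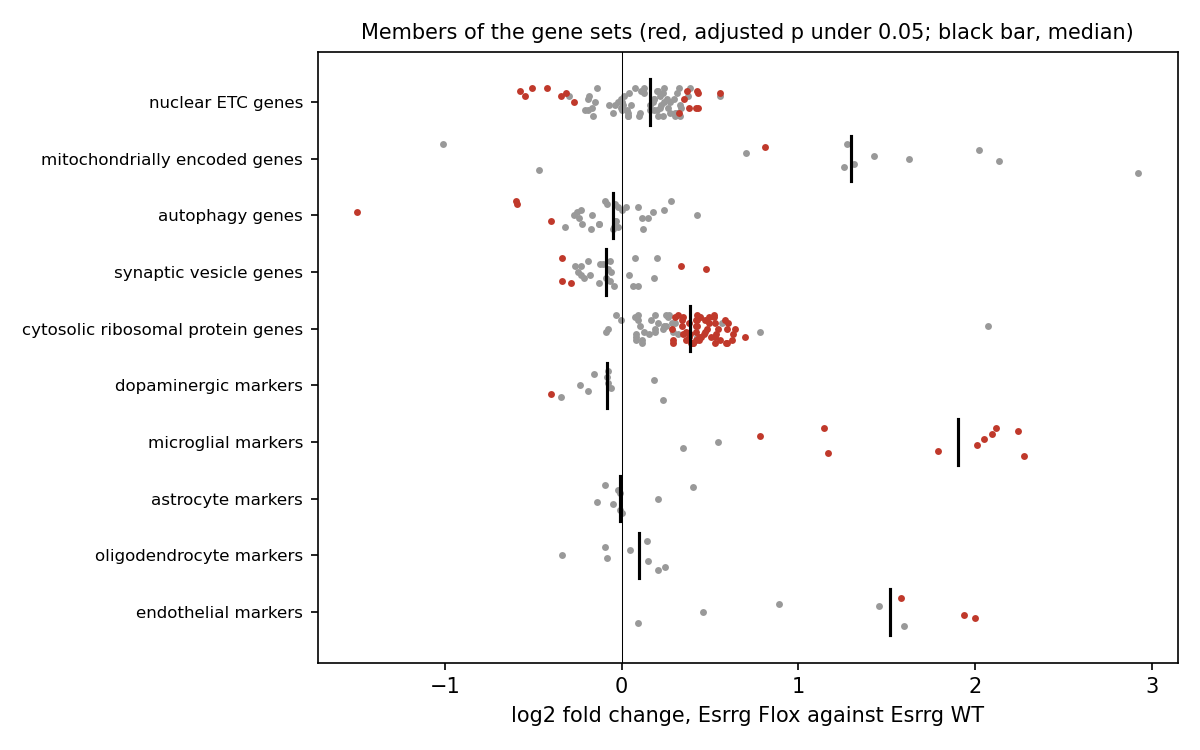
Log2 fold change of Esrrg Flox against Esrrg WT (horizontal axis) for each member with a count of 10 gene sets (vertical axis), red points with a DESeq2 adjusted p under 0.05, black bars the medians. Medians ran from -0.089 for synaptic vesicle genes to 1.90 for microglial markers, and 5 of the mitochondrially encoded genes shown had 15 counts or fewer in every library.

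Cell type markers showed whether the purified RNA had the same composition in both groups. Dopaminergic markers did not differ as a set (median -0.085 over 11 genes, camera adjusted p = 0.105), and the median lay between -0.15 without WT replicate 3 and -0.00272 without WT replicate 4. In the fit without WT replicate 3 the set was called (camera adjusted p = 0.0363). Th had 11184 ± 1504 normalized counts in WT and 10585 ± 510 in Flox (log2 fold change -0.079, SE 0.12, DESeq2 adjusted p = 0.804), and was at 0.026 without WT replicate 4. Of the list, 1 gene, Ret, was lower over all genes (-0.40, SE 0.10, DESeq2 adjusted p = 0.00282), as when adjusted over the list alone, and it did not pass without WT replicate 2. Microglial markers were higher (median 1.90 over 12 genes, camera adjusted p = 5.3e-10), with 10 of 12 past the threshold in DESeq2 and 11 when adjusted over the list alone, and with both Flox libraries above all WT libraries in 11 of 12. Without WT replicate 2 only 3 of them passed, although 11 had an unadjusted p under 0.05. Independent filtering left 4 with an adjusted p without WT replicate 4, and these 4 passed, while 10 had an unadjusted p under 0.05. The median was 1.21 without Flox replicate 4. Endothelial markers were higher at low counts (median 1.52 over 8 genes, camera adjusted p = 6.4e-04). The highest mean in that list was 98.8 normalized counts (Cldn5). Cldn5, Flt1 and Slco1a4 passed in DESeq2 over all genes, 5 passed when adjusted over the list alone, and 1 passed without WT replicate 2. Cldn5 did not pass with the filter on low counts or with the GC trend removed (DESeq2 adjusted p = 0.174 in each). Independent filtering left no adjusted p in this list without WT replicate 4, where 2 genes had an unadjusted p under 0.05. The endothelial median was 0.66 without Flox replicate 4.

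Other cell types moved less. Astrocyte markers were at a median of -0.011 (camera adjusted p = 0.749), with 0 of 9 past the threshold over all genes (1 at an unadjusted p under 0.05) and 0 when adjusted over the list alone. This median had no stable direction, since it was -0.20 without Flox replicate 4 and 0.15 without WT replicate 4, where 1 gene passed and the set was called (camera adjusted p = 0.0437). Oligodendrocyte markers were at 0.097 (camera adjusted p = 0.570), with 0 of 8 past the threshold (0 at an unadjusted p under 0.05) and 0 when adjusted over the list alone, and ran from -0.081 without Flox replicate 4 to 0.26 without WT replicate 4, where 2 genes passed and the set was called (camera adjusted p = 0.00308). Of 6 GABAergic markers (median -0.13), Gad2 was lower (-0.35) and Sst higher (0.54) in DESeq2, and 3 passed when adjusted over the list alone. Without any 1 of the WT replicates 2, 3 or 4, 1 of the 6 passed. Sst was at 0.32 without Flox replicate 2 and at 0.72 without Flox replicate 4. After the trend on transcript length was removed, neither Gad2 (DESeq2 adjusted p = 0.145) nor Sst (0.0951) passed. Of 3 glutamatergic markers (median -0.32), 0 passed over all genes (0 at an unadjusted p under 0.05) or when adjusted over the list alone, and the median was -1.35 without Flox replicate 2 and 0.17 without Flox replicate 4. Of 5 blood markers (median 0.75), 0 passed over all genes (0 at an unadjusted p under 0.05) or when adjusted over the list alone, 1 passed without WT replicate 3 (median 1.09), and the median was 0.42 without WT replicate 4. Of 10 immediate early genes (median 0.37), Fosb (0.87) and Atf3 (1.06) were higher over all genes and 3 when adjusted over the list alone, while without WT replicate 3 there were 0 (2 at an unadjusted p under 0.05). Neither Fosb nor Atf3 had an adjusted p without WT replicate 4, and the median was 0.22. Without WT replicate 2 the median was 0.61, 7 genes had an unadjusted p under 0.05 and 2 passed, neither of them Fosb or Atf3. Of 5 sex genes (median 0.44), 0 passed over all genes (0 at an unadjusted p under 0.05) or when adjusted over the list alone, and the median was -0.14 without WT replicate 4.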

Values the study reported

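The study reported that 255 genes rose and 217 fell in Esrrg-deficient dopaminergic neurons by BAC-TRAP, at a change of 1.5-fold or more and an adjusted p under 0.05. Among mitochondrial genes known to be reduced in neurons of patients, it reported 10 that passed the adjusted p but not the 1.5-fold threshold. Each sample was described as a pool of 8 animals (16 nigra). Of 2525 genes altered by ERRγ overexpression in a human catecholaminergic cell line, the study reported that 67 were also reduced in the BAC-TRAP data. By in situ hybridization with a probe for the deleted exon, Esrrg mRNA in dopaminergic neurons was said to be reduced by more than 80% after injection of AAV:ThCre.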

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

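The alternatives that removed a trend on transcript length or on GC content were chosen after the data were examined, and all others before. The 497 genes called higher or lower kept their direction in the 9 of 13 alternatives for these counts that gave fold changes of their own, while the number of calls moved. The other 4 keep the fold changes of the main fit, so direction could not change there. Without Flox replicate 4, which left 1 Flox library and no test, the 497 kept their direction and 324 had a fold change of at least 1.5. For genes higher in Flox the number was 101 with edgeR, 109 with a log2 fold change of at least 1.5, 659 with no fold-change threshold and 10 against a null of a fold change under 1.5, and it ran from 64 to 217 across the 3 fits that each left out a WT replicate. For genes lower in Flox the corresponding numbers were 79, 11, 647 and 2, with a range from 91 to 191. The last 3 settings change the fold change that is asked for, and their effect follows from their construction. For edgeR, which tested the same 5 libraries, the cause was not tested. All 497 calls had an unadjusted p under 0.05 with edgeR, and 178 of them were called. Without WT replicate 4, 321 of the 497 calls had no adjusted p because independent filtering removed them, and of the 176 with one, 154 passed. The lowest count without WT replicate 4 therefore came partly from the filter. With TMM library sizes there were 270 higher and 227 lower genes, with the count filter 279 and 221, and without independent filtering 210 and 185. No scaling moved the median log2 fold change of all genes by more than 0.1.

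Esrrg kept its direction, and it stayed above the adjusted p of 0.05 in the 10 alternatives that gave one. Its log2 fold change ran from -0.55 to -0.19 across the 5 fits that each left out 1 library. Of the genes reduced in other mice (ERR targets and others), 0 passed with edgeR (3 at an unadjusted p under 0.05), and from 0 to 2 passed across the fits without a WT replicate. After the GC trend was removed 3 passed, with Cox4i1 higher (0.28, DESeq2 adjusted p = 0.0394). Of the ETC genes named by the study, 0 passed with edgeR (9 at an unadjusted p under 0.05), and from 1 to 7 passed without a WT replicate. Of the follow-up genes, 12 passed with edgeR. For these 3 lists the cause of the lower number with edgeR was not tested.

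Gene sets are given as median log2 fold changes, which the choice of set test leaves as they are. Under both fry and an estimated correlation, the calls for nuclear ETC genes (0.16, adjusted p = 0.428 with fry and 0.665 with the estimated correlation), mitochondrially encoded genes (1.30, 0.173 and 0.340), autophagy genes (-0.049, 0.173 and 0.340), microglial markers (1.90, 0.173 and 0.340) and endothelial markers (1.52, 0.174 and 0.340) were lost. Ribosomal protein genes (0.38) lost their call only under the estimated correlation (0.259). With all genes with a count in camera, synaptic vesicle genes (-0.089, adjusted p = 0.0193) and dopaminergic markers (-0.085, 0.0364) passed the threshold. After the length trend was removed, the calls for nuclear ETC genes (0.063, adjusted p = 0.773) and autophagy genes (-0.022, 0.0809) were lost. After the GC trend was removed, the call for autophagy genes was lost (-0.042, 0.0537). Astrocyte markers changed sign to 0.052 and 0.0067 after these corrections, and the cause was not tested.

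Across the 5 fits that each left out 1 library, the medians ran from 0.048 to 0.24 for nuclear ETC genes, from 0.37 to 1.85 for mitochondrially encoded genes, from -0.13 to -0.051 for autophagy genes, from -0.12 to -0.039 for synaptic vesicle genes, from -0.15 to -0.00272 for dopaminergic markers, from 1.21 to 2.34 for microglial markers and from 0.66 to 1.95 for endothelial markers. They changed sign for astrocyte markers, from -0.20 to 0.15, and for oligodendrocyte markers, from -0.081 to 0.26, where the value without WT replicate 3 was -0.00312. Ribosomal protein genes stayed between 0.35 and 0.42 and were called by camera in each fit that gave a test. Camera calls changed without WT replicate 3 for autophagy genes (lost) and dopaminergic markers (gained), and without WT replicate 4 for synaptic vesicle genes, astrocyte markers and oligodendrocyte markers (gained). The log2 fold change of Th ran from -0.16 to 0.026. Among the other named genes, edgeR lost the call for 27, and the fit without WT replicate 2 lost it for 23. The causes were not tested.

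The replicate numbers 2 and 4 occur in both groups. Deviations from the group means correlated across genes at 0.153 for pair 2 and 0.126 for pair 4, which with only 2 pairs does not show that the numbers pair the samples. With the replicate block there were 75 higher and 134 lower genes, dopaminergic markers passed the threshold (-0.15, camera adjusted p = 0.0304), and Ppargc1a was at 0.00236, with a changed sign. Of the named genes, 12 had an adjusted p above 0.05 in that fit where they had passed without the block, among them all 5 named for the largest increases (Lgals3, Lyz2, Nupr1, H2-Eb1 and C1qa, with adjusted p from 0.0673 to 0.214), whose log2 fold changes stayed between 2.29 and 2.78. The block spends degrees of freedom that 5 libraries barely have, and only 279 of the 497 calls had an adjusted p in that fit. No other gene set call changed under the block.

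Depth limited the endothelial markers, whose highest mean was 98.8 normalized counts, the T lymphocyte markers, of which 7 of 12 had an adjusted p, and the 5 mitochondrially encoded genes with 3 counts or fewer in every library of at least 1 group.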

Other observations

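The tests of sex composition, of nuclear-retained RNAs, of Flox replicate 4 and of transcript length for the ETC and ribosomal protein genes were chosen only after the results were seen, the criterion of the last was changed after a first outcome was known, and the TOP gene list was corrected after its result was known.

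The number of calls was set against every other division of the 5 libraries into 3 and 2. The real division gave the most calls, and 1 of the 10 splits, the real one, gave as many as 497. The next highest gave 64 and set WT replicate 4 and Flox replicate 4 against the rest. With 10 splits the share can never be under 0.1, so these libraries cannot exclude a division by chance on this count alone.

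Technical trends did not account for most calls. After the trend on transcript length was removed, 213 of the 275 higher and 179 of the 222 lower genes were still called. This argues against length as the whole cause, although genes called higher were shorter (median 1576 nt) than genes called lower (2810.0 nt) and log2 fold change and length were related across 12832 genes (Spearman's rho of -0.23, with genes not independent replicates). After removal of the trend on GC content, 272 and 191 were still called. With all libraries thinned to 20635855 counts, 450 of the 497 remained. The largest library held only 23105058 counts and both Flox libraries lay within the WT range. Most calls were therefore bound to remain, and the thinning itself decides little.

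WT replicate 4 had almost no Y-linked counts (1.92 normalized counts each for Ddx3y and Eif2s3y and 0 for Kdm5d and Uty, where 0 allows up to 0.130 CPM), whereas Ddx3y lay between 952 and 1374 in the other 4 libraries. Xist was highest in WT replicate 4 (66.3) and Flox replicate 4 (97.4), against 8.65 to 14.3 in the other 3. The pools may therefore have differed in the sex of the animals, which was not analysed here from any label. With WT replicate 4 left out, the difference between Flox replicate 2 and WT replicate 3 and that between Flox replicate 4 and WT replicate 2, which share no library, correlated across 12846 genes with r of 0.504 (0.541 for the other pairing). Differences within groups that share no library with each other gave 0.0809 to 0.148. This argues against sex composition as the whole cause of the difference between groups. Both libraries numbered 4 stood apart on the second principal component. Relative to the WT mean, their medians were higher for oligodendrocyte markers (0.36 in WT and 0.22 in Flox, the others -0.20 to -0.050). The same held for astrocyte markers (0.29 and 0.17, the others -0.23 to -0.022). Glutamatergic markers were lower (-0.38 and -0.88, the others 0.0062 to 0.58). Dopaminergic and GABAergic markers did not set them apart. The cause of these shared features was not tested.

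Flox replicate 4 was the more extreme Flox library in 92.7% of the genes called higher and 95.9% of those called lower. Without it, the medians were 1.21 for microglial markers, 0.37 for mitochondrially encoded genes and 1.76 for T lymphocyte markers, against 1.90, 1.30 and 2.44 with both Flox libraries. The medians without Flox replicate 4 were each above 2 times the SD of the WT libraries (0.996, 0.339 and 1.22). Of the Flox group 1 library is then left, which has no spread, so these values do not exclude Flox replicate 4 as the source of the patterns. It is not excluded for endothelial markers (0.66) and nuclear-retained RNAs (0.45) either, which did not reach 2 times the SD of the WT libraries (0.938 and 0.693).

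The increase of microglial markers was examined against a general gain of RNA from other cells. Such a gain would raise markers of all other cell types alike, but the median of microglial markers exceeded that of astrocyte markers by 1.91, while the SDs among members were 0.71 and 0.17. GABAergic markers (-0.13) did not rise either. A gain of RNA from all non-dopaminergic cell types alike thus does not account for the increase. RNA from astrocytes and GABAergic neurons was abundant in all libraries, with means of 35401 normalized counts for Aldoc and 8888 for Gad1 against 10944 for Th. The rise was not limited to immune cells, since endothelial markers (1.52, at low counts) were also higher. Blood markers had a median of 0.75, with 0 of 5 past the threshold. A candidate explanation for microglial and T lymphocyte markers is that these cells contributed more RNA to the Flox libraries, or that microglia were activated. Flox replicate 4 as the source stays open beside these (median of microglial markers without it 1.21). Of 12 T lymphocyte markers (median 2.44), 4 passed in DESeq2 over all genes, namely Cd8a (3.49), Cd8b1, Nkg7 and Trbc2, and 8 when adjusted over the list alone, but at low counts, and all 12 also had counts in WT, with Cd8a at 64.9 ± 36.1 in Flox and 5.83 ± 3.44 in WT. Independent filtering left none of the 12 with an adjusted p without WT replicate 4 (8 had an unadjusted p under 0.05), and without WT replicate 2, 2 passed of the 6 that had one. The marker lists shared 0 genes with each other and 0 with the follow-up genes of the study. Camera gave the list an adjusted p of 8.5e-08 and fry 0.0876. More immune cells in the tissue and more of their RNA carried through the purification cannot be separated with gene counts, and no sample without Cre was analysed here.

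The rise of the mitochondrially encoded genes may come from more RNA outside cytosolic ribosomes, since these mRNAs are translated inside mitochondria and are not bound by the tagged ribosomes. If so, RNAs that stay in the nucleus should rise too. The median of 8 such RNAs was 0.71 (camera adjusted p = 1.9e-05, fry 0.105), and 8 of 8 were higher, but 1, Neat1 (1.15), passed in DESeq2 over all genes, 6 passed when adjusted over the list alone, 3 passed over all genes without WT replicate 3, and the median was 0.45 without Flox replicate 4. The value goes with a larger background share in the Flox libraries, but the list was made after some of its members had been seen. Without Flox replicate 4 its rise was within the spread of the WT libraries given above. A larger background should also raise markers of other cell types. Microglial (1.90), endothelial (1.52) and blood markers (0.75) had higher medians, but astrocyte (-0.011), oligodendrocyte (0.097) and GABAergic markers (-0.13) showed no clear rise. The latter argue against a background drawn from all cell types alike, so the explanation is at most weakly supported. Flox replicate 4 as the source stays open. A biological change in mitochondrial transcripts was not tested here and is not excluded. By in situ hybridization after the same virus, the study reported less mt-Cytb per dopaminergic neuron. The mt-Cytb counts here went the other way (log2 fold change 1.43, SE 0.57, DESeq2 adjusted p = 0.102). A rise of these transcripts within dopaminergic neurons is therefore at odds with that report, although the assays differ.

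The ETC genes named by the study went in opposite directions, and short genes tended to be the higher ones. Across 81 nuclear ETC genes, log2 fold change and transcript length had a Spearman's rho of -0.61, and -0.47 after the general trend on length was removed, across genes that are not independent replicates. After that correction 7 of the 9 named genes still passed in their own direction, while Atp5o (DESeq2 adjusted p = 0.145) and Uqcrh (0.0962) did not. The 7 were the lower genes Uqcrc2, Atp5b, Slc25a5, Ndufa9 and Uqcrc1 and the higher genes Atp5l and Ucp2. As far as the lengths hold, this argues against length as the whole cause. They are those of 1 annotated transcript per gene, and can be wrong for single genes. Uqcrc1, for example, was taken at 580 nt and went from -0.27 to -0.39. The nuclear ETC set as a whole, with a median of 0.16 before and 0.063 after, may be a part of the trend on length.

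Ribosomal protein genes are short, so their rise may share the trend on length. Their median was 0.38 before and 0.29 after the trend was removed. After it, the Flox libraries stood at 0.32 and 0.23 and the WT libraries between -0.069 and 0.067, with an SD of 0.068 between WT libraries. Short abundant genes in general (871 genes) had a median of 0.10, and among 10000 random lists of 84 of them the highest median was 0.23. The camera adjusted p after removal was 1.5e-18 and that of fry 0.143. The first criterion for this test was the fry value, which does not exclude length, and the one based on values per library was adopted after that outcome was seen. By the values per library, length does not account for the whole rise, and by fry the question stays open. TOP mRNAs share a start sequence through which translation of ribosomal protein genes is controlled. If such mRNAs moved onto ribosomes in general, other TOP genes should rise too. The median of 17 such genes was 0.24, at percentile 96.2 among 10000 random lists of short abundant genes (95% of the lists lay below 0.22), and 5 of the 17 passed in DESeq2 over all genes, 9 when adjusted over the list alone, with 1 without WT replicate 2, 2 without WT replicate 3 and 6 without WT replicate 4. As first written, the list had 19 genes, and 2 that did not belong in it were removed after the result was known. The longer list gave percentile 97.1. Both values are close to the percentile of 95 set for the test, and the TOP genes were longer (median 1447 nt) than the genes they were drawn against. The rise is in line with a shift of TOP mRNAs but would be equally so with more RNA of these genes, which was not separated here.

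The mean of Esrrg fell by 21.8% in these gene-level counts. The value quoted from the study above is a signal for the deleted exon within dopaminergic neurons, so the sizes cannot be compared. For these samples the study also reported lower Esrrg by PCR and loss of the deleted exon by an exon-level analysis. The smaller fall in gene-level counts is therefore not evidence of a weak deletion.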
